A study of Mus musculus with 16 samples.

How the data were processed

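RNA sequencing was carried out on brain tissue of mice aged 4 months on a C57BL/6 background, carrying 1 or 2 copies of the Pdgfb retention allele (ret/wt and ret/ret). The retention allele removes the part of the growth factor PDGF-B that holds it near the vessel wall. Each of the 8 animals, 4 per genotype, gave 1 library from cortex and 1 from thalamus, so the 16 libraries formed 4 groups of 4. Per the labels, the ret/ret thalamus pieces were calcifications picked out under a fluorescence stereomicroscope, and the matching region was taken from ret/wt animals. That step was part of the ret/ret thalamus group alone, so in the thalamus the genotype and the way of dissection were compared together. Per the labels, the RNA was polyA-selected and the libraries were stranded.

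The deposited values were expected counts, estimated reads per Ensembl gene, for 21804 genes in 16 columns. All of the nonzero values (100.0%) were not whole numbers, and the column totals differed, as they do before any scaling. The labels do not name the aligner, the quantifier, the genome build or the annotation. The values were rounded to whole numbers before any model was fitted. The totals ran from 13415391 to 29135064 counts per library, a ratio of 2.17. The floor of 3 counts corresponded to 0.103 to 0.224 CPM, the counts scaled by the usual constant to a common library total. This floor covers counting error only, because duplicated fragments are not independent molecules. Symbols, coordinates and gene types came from GENCODE M21 on GRCm38, matched by Ensembl identifier for 21581 genes (99.0%). The build used by the authors is not known, so the coordinates are those of the annotation alone.

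Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Tables and plots were made in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. Genes were kept by filterByExpr at its defaults (a minimum count of 10 and a minimum total of 15), library sizes were recomputed, and TMM factors were applied. The quasi-likelihood model was fitted at the defaults of the installed version, without robust estimation, and p-values were adjusted by Benjamini-Hochberg at 0.05 within each comparison. Standard errors were taken from the quasi-likelihood F statistic. Each of the 4 comparisons of groups was fitted on its own 8 libraries, and the interaction of genotype and region on all 16. Means in CPM in a comparison were scaled over the libraries of that comparison. The plots, the list scores and the values of single libraries were scaled over all 16 libraries, so their means differ slightly from those of a comparison.

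The groups came from the labels. The animal identifiers in the labels give the same letter to the cortex and the thalamus library with the same replicate number within a genotype, and different letters across genotypes. The pairing of regions therefore came from the labels, and equal replicate numbers across genotypes were different animals. The pairing check was the mean correlation, across genes, of the residuals of libraries with the same number.

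The design, the comparisons, the 21 lists of marker genes tested, the rule for naming genes and the alternatives to be tried were chosen before the data were examined. The rule named, in each comparison, the 5 genes with the largest rise and the 5 with the largest fall among those with an adjusted p under 0.05. It also required a mean log2 CPM of at least 1 and no overlap between the groups. Not every gene that met the rule is given here. Trem2, from the series title, was named in every comparison. Members of the lists were named where their list is discussed. Lpl, Cst7, Itgax, Clec7a, Cx3cr1 and Rgs5 in thalamus, Abcc9, Kcnj8, Vwf, Angpt2 and Lpl in cortex, and Lpl and Cst7 in the interaction were picked from the lists after their values were seen. Edn1 and Fmo2 in thalamus were named because the rule named them in cortex. Of the 264 genes written in the lists, 6 (Amigo2, Sp7, Mepe, Pdgfb, Cldn5 and Xist) were not analysed here.

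Lists with at least 5 tested genes were tested with limma's camera at an inter-gene correlation of 0.01, adjusted over the lists of a comparison. The mean log2 CPM of each list (prior count 1) was also compared between genotypes in 20 lists by a two-sided exact permutation test over the 70 regroupings, which cannot give a p under 0.0286. For the interaction, the test was run on each animal's thalamus minus cortex difference. The pipeline was tested on simulated data with genes planted at a log2 fold change of 2, of which the quasi-likelihood test recovered 54.8% to 82.2%, with false calls at 2.70% to 5.42% of calls. On the same data the false calls of DESeq2 were 12.6% to 21.5% of calls. One planted list was recovered with an adjusted p of 1.2e-09 in limma's camera, and 0 of the other lists were called. The simulated genes were drawn independently of each other, so this does not measure false calls in lists of correlated genes.

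The alternatives tried were DESeq2 size factors, library size alone and upper-quartile scaling; other filters on low counts; DESeq2, limma-voom and robust quasi-likelihood tests; a threshold of 0.01; down-sampling to the smallest library; a block for the replicate number; one model of all 4 groups; fry and an inter-gene correlation of 0.05 for lists; and leaving out each library or, for the interaction, each animal. A covariate for Y-linked reads, removal of mitochondrial genes, the legacy=FALSE form of the quasi-likelihood fit, the likelihood-ratio test and a covariate for thalamus neuron genes were chosen after seeing the data. Within a genotype and in the interaction, the block for the replicate number was a block for the animal itself. No batch or date was given in the labels, and no pair of libraries was a duplicate.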

Results

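The data set held 16 libraries of polyA-selected RNA from 8 mice, with ret/wt cortex, ret/wt thalamus, ret/ret cortex and ret/ret thalamus each at n = 4. The mice carried 1 or 2 copies of the Pdgfb retention allele. Vessel calcifications were present in the ret/ret thalamus and absent from the other groups, per the labels. Total counts per library were 13415391 to 24500733 in ret/wt cortex, 14673593 to 21730046 in ret/wt thalamus, 14093145 to 29135064 in ret/ret cortex and 19645293 to 21776759 in ret/ret thalamus. Mitochondrial genes took 5.38% ± 2.32 of the counts in ret/wt cortex (SD, n = 4) and 5.37% ± 1.28 in ret/ret cortex (SD, n = 4). They took 6.55% ± 1.88 in ret/wt thalamus (SD, n = 4) and 9.06% ± 2.66 in ret/ret thalamus (SD, n = 4).

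The first principal component of log2 CPM held 33.9% of the variance and parted the 8 cortex from the 8 thalamus libraries. The second held 10.8% and set ret/wt replicate 3 and ret/ret replicate 2 apart from the other animals in both regions. Reads of the Y-linked gene Ddx3y were at 55.2 to 68.6 CPM in these 2 animals and at 0.219 CPM or less in the other libraries, and the labels give no sex. There was 1 such animal per genotype, so the genotype comparison could not be repeated within the animals with Y-linked reads. A covariate for Y-linked reads, chosen after seeing the data, gave 0 genes in thalamus and 3 in cortex, as many as without it. A score of 10 cerebellum genes was 3.65 in ret/wt cortex replicate 3 and 5.42 in ret/ret cortex replicate 2, and 0.25 to 1.33 in the other cortex libraries.

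**Figure D1:**
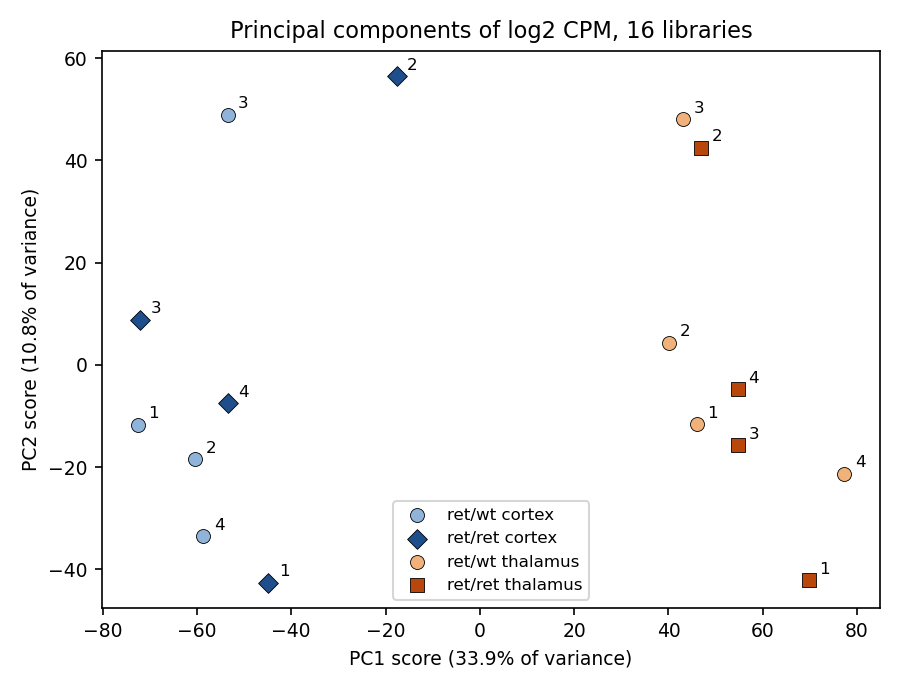
Scores of the 16 libraries on the first principal component (x axis, 33.9% of variance) and the second (y axis, 10.8%), computed on log2 CPM; each point is a library, numbered by replicate, with colour and marker giving the group. Cortex libraries lie at -72.5 to -17.6 on the first component and thalamus libraries at 40.1 to 77.3, and ret/wt replicate 3 and ret/ret replicate 2 lie at 42.5 to 56.5 on the second.

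Thalamus of ret/ret and ret/wt animals was compared to ask how tissue with calcifications differs from the same region without them. Of 14767 genes tested, 0 had an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and the smallest adjusted p was 0.216. At an unadjusted p under 0.05 there were 581 genes, 451 of them higher in ret/ret, against 738 expected by chance. The groups did not overlap in 402 genes (2.72%), where chance gives 2.86%. The alternative that moved the count most was DESeq2, with 38 genes (32 higher, 6 lower), a test whose false calls on simulated data were above its threshold. A count of 0 is matched by all 35 splits of the 8 libraries, so the splits do not test it.

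Trem2 (ENSMUSG00000023992, chromosome 17, 48346401 to 48354147, + strand, a protein-coding gene) was at 16.8 ± 7.28 CPM in ret/ret thalamus (SD, n = 4) and 8.04 ± 2.48 CPM in ret/wt thalamus (SD, n = 4). The log2 fold change was 1.07 ± 0.33 (SE), and the 4 ret/ret values lay above the 4 ret/wt values. The unadjusted p was 0.0086, and the adjusted p in edgeR's quasi-likelihood test with Benjamini-Hochberg was 1.0, with a range of 0.289 to 1.0 over the alternatives. Replicate 1 lay far from the other ret/ret libraries, at 26.0 CPM against 11.4 to 13.9, and without it the log2 fold change was 0.72. In cortex Trem2 was at 8.35 ± 2.47 CPM in ret/ret (SD, n = 4) and 7.67 ± 2.52 CPM in ret/wt (SD, n = 4), a log2 fold change of 0.12 ± 0.32 (SE) with an unadjusted p of 0.711. Its sign changed to -0.06 when ret/wt cortex replicate 3 was left out. The interaction of genotype and region for Trem2 was 0.93 ± 0.46 (SE) on the log2 scale with an unadjusted p of 0.0618, so the effect was not shown to differ between regions.

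Among the 216 list genes tested in thalamus, 6 had an adjusted p under 0.05 when edgeR's quasi-likelihood p-values were adjusted by Benjamini-Hochberg over the list genes alone, and 0 when adjusted over all genes. These were Rgs5, Cst7, Lpl, Itgax, Cx3cr1 and Clec7a, named after their values were seen. Lpl was at 9.72 ± 1.16 CPM in ret/ret (SD, n = 4) and 3.05 ± 0.78 CPM in ret/wt (SD, n = 4), a log2 fold change of 1.67 ± 0.28 (SE). Cst7 was at least 27.8-fold higher in the ret/ret mean, with at most 2 counts in any ret/wt library and 0 in 3 of them. For Cst7, ret/ret replicate 1 held 11.4 CPM against 0.704 to 6.34 in the other 3. Itgax was at least 17.7-fold higher, with at most 3 counts in any ret/wt library; ret/ret replicate 1 held 8.37 CPM against 1.26 to 2.41 in the other 3. Clec7a, a polymorphic pseudogene in the annotation, had a log2 fold change of 2.86 ± 0.64 (SE), and Cx3cr1 one of 0.80 ± 0.17 (SE). Rgs5 was lower in ret/ret, at 20.2 ± 2.36 CPM (SD, n = 4) against 54.2 ± 10.4 CPM (SD, n = 4), with a log2 fold change of -1.43 ± 0.19 (SE).

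In limma's camera, 6 of 19 lists in thalamus had an adjusted p under 0.05, 5 higher in ret/ret and 1 lower. The median log2 fold change was 0.66 for the 11 homeostatic microglia genes, 0.63 for the 24 disease-associated microglia genes, 0.42 for the 20 reactive astrocyte genes, 0.57 for the 10 complement genes, 0.67 for the 10 interferon response genes and -0.99 for the 12 pericyte genes. Over the alternatives the median ran from 0.54 to 0.74 for homeostatic and 0.49 to 0.81 for disease-associated microglia genes. It ran from 0.0052 to 0.71 for reactive astrocyte, 0.098 to 1.25 for interferon response and 0.35 to 0.77 for complement genes. For pericyte genes it ran from -1.29 to -0.50. With fry in place of camera 1 list passed, the alternative that moved the count most. Of the 35 splits of the 8 libraries, 22 gave at least 6 lists, so this number of lists was common among arbitrary groupings.

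The list scores of single libraries, the mean log2 CPM over a list, were compared by a two-sided exact permutation test, in which 2 of 20 lists in thalamus had a p of 0.0286, the smallest possible. The homeostatic microglia score was 4.99 ± 0.12 in ret/ret (SD, n = 4) and 4.36 ± 0.06 in ret/wt (SD, n = 4), and the 4 ret/ret values were the higher ones. The disease-associated microglia score was 5.38 ± 0.42 in ret/ret (SD, n = 4) and 4.34 ± 0.06 in ret/wt (SD, n = 4), again with no overlap. Without Cst7 and Itgax, the 2 genes near the floor in ret/wt, it was 5.72 ± 0.35 (SD, n = 4) and 5.05 ± 0.10 (SD, n = 4), and the rise was close to that of the homeostatic score. Adjusted over the 20 lists by Benjamini-Hochberg, both exact p-values became 0.286 and did not pass 0.05. Of the 24 disease-associated microglia genes, 22 were higher in ret/ret and 12 had an unadjusted p under 0.05, and all 11 homeostatic genes were higher, 9 of them at an unadjusted p under 0.05. In cortex the homeostatic score differed by 0.15 with an exact p of 0.6, and the disease-associated score by 0.20 with an exact p of 0.457. The exact p for a difference between regions was 0.143 for the homeostatic and 0.0286 for the disease-associated list, or 0.857 and 0.571 after Benjamini-Hochberg adjustment.

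**Figure D2:**
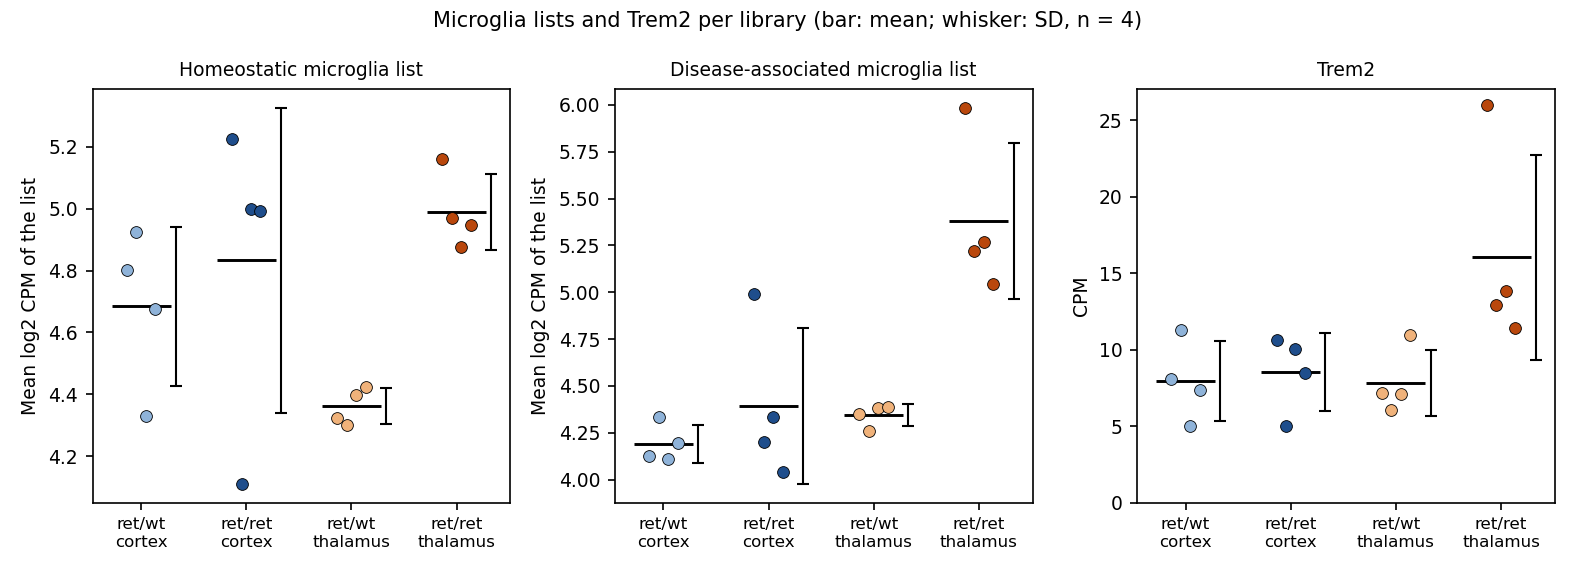
Mean log2 CPM of the homeostatic and the disease-associated microglia list, and CPM of Trem2, in each library of the 4 groups; points are libraries, the bar is the mean and the whisker the SD, n = 4, scaled over all 16 libraries. In thalamus the 4 ret/ret libraries lie above the 4 ret/wt libraries in all 3 panels, and in cortex the groups overlap.

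The 19 tested genes of bone formation and resorption held 4 with an unadjusted p under 0.05 in thalamus, 1 of them higher in ret/ret, and 0 passed Benjamini-Hochberg adjustment of edgeR's quasi-likelihood p-values within the list or over all genes. Of the 5 tested genes known from human brain calcification, 3 were higher in ret/ret thalamus and 0 had an unadjusted p under 0.05.

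Cortex of ret/ret and ret/wt animals was compared to ask what the genotype changes in a region without calcifications. Of 14288 genes tested, 3 had an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg, 2 higher and 1 lower in ret/ret. At an unadjusted p under 0.05 there were 538 genes, 375 of them higher, against 714 expected by chance, and the groups did not overlap in 349 genes (2.44%), where chance gives 2.86%. DESeq2 moved the count most, to 39 genes. Of the 35 splits of the 8 libraries, only the split by genotype gave as many as 3 genes, and the largest number in another split was 2. The number fell to 0 to 2 genes when any 1 library was left out.

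Edn1 (ENSMUSG00000021367, chromosome 13, 42301476 to 42307990, + strand), which encodes endothelin, was at 22.9 ± 6.54 CPM in ret/ret cortex (SD, n = 4) and 2.79 ± 0.68 CPM in ret/wt cortex (SD, n = 4). Its log2 fold change was 3.02 ± 0.28 (SE), with an adjusted p of 0.0129 in edgeR's quasi-likelihood test with Benjamini-Hochberg and a range of 1.0e-19 to 0.291 over the alternatives. Fmo2 (ENSMUSG00000040170, chromosome 1, 162874317 to 162898726, - strand) was at 15.3 ± 3.65 CPM in ret/ret (SD, n = 4) and 2.41 ± 0.62 CPM in ret/wt (SD, n = 4). Its log2 fold change was 2.66 ± 0.29 (SE), with an adjusted p of 0.0268 in the same edgeR quasi-likelihood test with Benjamini-Hochberg and a range of 2.0e-14 to 0.291. Rgs5 (ENSMUSG00000026678, chromosome 1, 169655501 to 169695813, + strand), a pericyte list gene, was at 17.7 ± 4.03 CPM in ret/ret (SD, n = 4) and 57.5 ± 7.26 CPM in ret/wt (SD, n = 4). Its log2 fold change was -1.70 ± 0.20 (SE), with an adjusted p of 0.0410 in edgeR's quasi-likelihood test with Benjamini-Hochberg and a range of 8.9e-11 to 0.291. Among the ret/wt cortex libraries, replicate 3 held 48.8 CPM of Rgs5 against 61.9 to 63.9 in the other 3. All 3 genes are protein-coding, and in each the 4 ret/ret values lay on one side of the 4 ret/wt values.

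The same 3 genes moved the same way in thalamus, without passing adjustment over all genes. The log2 fold change there was 2.31 ± 0.33 (SE) for Edn1, 2.01 ± 0.46 (SE) for Fmo2 and -1.43 ± 0.19 (SE) for Rgs5. Their adjusted p-values in edgeR's quasi-likelihood test with Benjamini-Hochberg were 0.216, 0.729 and 0.216. Over the alternatives those of Edn1 ran from 1.3e-07 to 1.0, those of Fmo2 from 0.0108 to 1.0 and those of Rgs5 from 8.3e-08 to 1.0. The interaction of genotype and region was -0.72 ± 0.41 (SE) for Edn1, -0.66 ± 0.54 (SE) for Fmo2 and 0.25 ± 0.27 (SE) for Rgs5 on the log2 scale, with unadjusted p-values of 0.0949, 0.241 and 0.359.

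**Figure D3:**
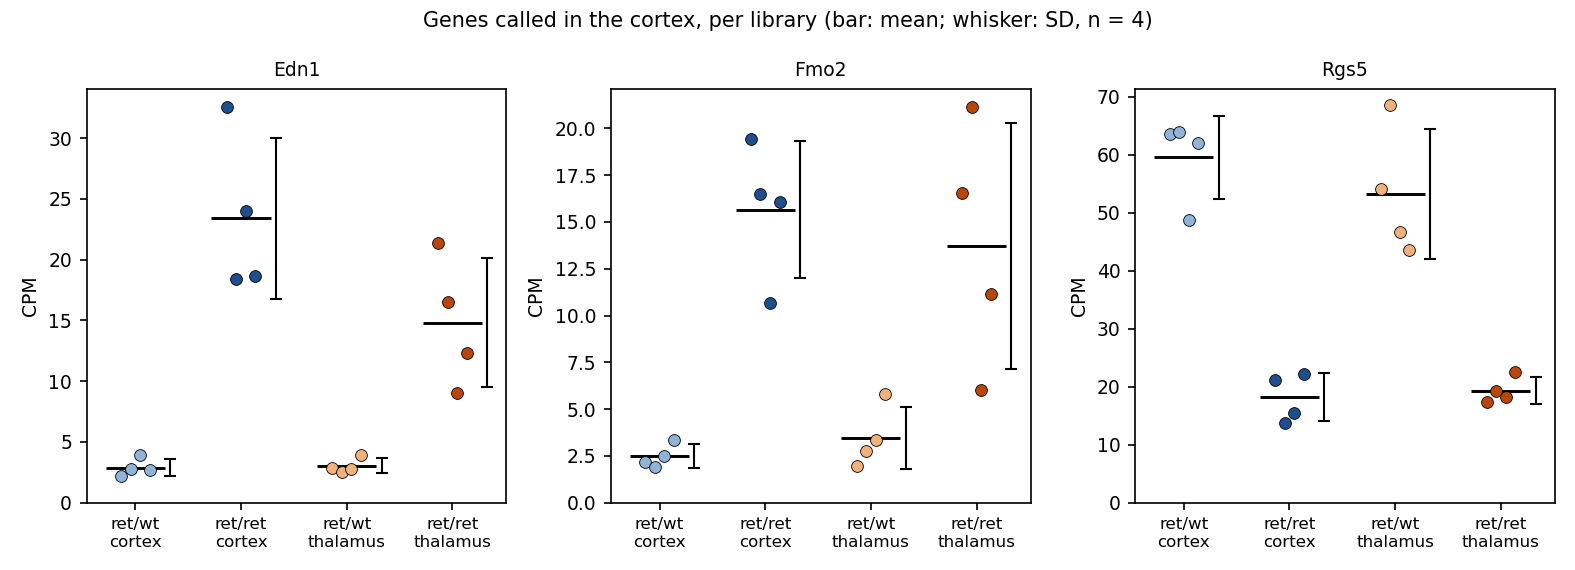
CPM of Edn1, Fmo2 and Rgs5 (y axes, from 0) in each library of the 4 groups; points are libraries, the bar is the mean and the whisker the SD, n = 4, scaled over all 16 libraries. In both regions the 4 ret/ret libraries lie above the 4 ret/wt libraries for Edn1 and Fmo2 and below them for Rgs5.

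Among the 196 list genes tested in cortex, 10 had an adjusted p under 0.05 when edgeR's quasi-likelihood p-values were adjusted by Benjamini-Hochberg over the list genes alone, and 1 (Rgs5) when adjusted over all genes. The others included Abcc9, Gbp2, Vwf, Iigp1, Angpt2, Kcnj8, Slco1a4 and Usp18, named after their values were seen. The pericyte genes Abcc9 and Kcnj8 had log2 fold changes of -2.69 ± 0.35 (SE) and -3.02 ± 0.62 (SE). The endothelial activation genes Vwf and Angpt2 had log2 fold changes of 1.91 ± 0.35 (SE) and 2.42 ± 0.48 (SE).

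In limma's camera, 9 of 18 lists in cortex had an adjusted p under 0.05, 7 higher in ret/ret and 2 lower, and fry gave 2. The median log2 fold change was -0.94 for pericyte, 1.17 for interferon response, 0.52 for complement, 0.54 for reactive astrocyte and 0.27 for endothelial activation genes. It was -1.72 for choroid plexus genes, which mark tissue outside the cortex, and 0.86 for thalamus neuron genes. For choroid plexus it was -0.27 without ret/wt cortex replicate 4, whose score was 4.82 against 0.91 to 2.01 in the other 3, and the exact permutation p of the score was 0.171. For thalamus neuron genes the median ran from 0.20 to 0.95 over the alternatives. Some of these genes were also read in ret/wt cortex, with means of 122 CPM for Rora and 33.9 CPM for Ntng1. The score of the list was 4.25 in ret/ret cortex replicate 2 against 2.43 to 2.88 in the other 3. The exact permutation p of that score was 0.714. The same library had the highest cerebellum score, at 5.42, so its thalamus neuron score does not tell which tissue was in the piece. The median was 0.29 for oligodendrocyte and 0.32 for endothelial genes. These lists had an adjusted p under 0.05 in 12 and 6 of 14 alternatives, and the exact permutation p of their scores was 0.429 and 0.314. Of the 35 splits, 3 gave at least 9 lists. In the two-sided exact permutation test of list scores, 4 of 20 lists in cortex had a p of 0.0286 with no overlap between genotypes. The ret/ret mean was higher by 0.50 for complement, 1.09 for endothelial activation and 1.09 for interferon response, and the difference was -1.27 for pericyte genes. In the complement list, ret/ret cortex replicate 1 scored 4.03 against 3.21 to 3.31 in the other 3. The smallest exact p after Benjamini-Hochberg adjustment over the 20 lists was 0.143.

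The log2 fold changes of genotype in thalamus and in cortex were correlated across 14058 genes with a Pearson r of 0.317, where genes are not independent replicates. At an unadjusted p under 0.05 in both regions there were 120 genes, against 20 expected if the regions were independent, and 117 of them had the same direction. The 2 regions came from the same animals, so the regions were not independent.

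Thalamus and cortex of the same ret/ret animals were compared to ask how the region with calcifications differs from the region without them. Of 14715 genes tested, 1398 had an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg, 603 higher and 795 lower in thalamus. With a block for the animal there were 1177 (501 higher, 676 lower), of which 968 were shared, and the pairing check gave a mean residual correlation of 0.0938. The groups did not overlap in 2577 genes (17.5%), where chance gives 2.86%. The alternative that moved the count most was DESeq2, with 2591 genes, and the threshold of 0.01 gave 361. The split by region gave 1398 genes, and the largest number in any of the other splits of the 8 libraries was 1.

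The genes that the rule named as higher in ret/ret thalamus were Shox2, Slc6a3, Slitrk6, Sfrp5 and Dgkk. Shox2 (ENSMUSG00000027833, chromosome 3, 66971727 to 66981771, - strand) was at 41.0 ± 32.7 CPM in thalamus (SD, n = 4) and at most 3 counts in any cortex library, at least 192-fold higher. The log2 fold changes of Slc6a3, Slitrk6, Sfrp5 and Dgkk were 7.48 ± 1.67, 5.57 ± 1.23, 5.55 ± 0.77 and 5.45 ± 0.68 (SE). Replicate 2 of ret/ret thalamus held 77.7 CPM of Slitrk6 against 3.07 to 6.54 in the other 3 libraries. In ret/ret cortex, replicate 1 held 1.74 CPM of Slc6a3 against at most 0.261 in the other 3, and 1.09 CPM of Sfrp5 against 0.109 to 0.261. The genes named as lower included Gm11549, Tbr1, Fezf2 and Igfn1. Tbr1 (ENSMUSG00000035033, chromosome 2, 61802930 to 61814114, + strand) was at 1.43 ± 0.71 CPM in thalamus (SD, n = 4) and 99.4 ± 43.1 CPM in cortex (SD, n = 4), a log2 fold change of -6.12 ± 0.51 (SE). Those of Gm11549, Fezf2 and Igfn1 were -6.45 ± 0.91, -5.43 ± 0.97 and -5.25 ± 1.10 (SE). Gm11549 stood at 89.2 CPM in ret/ret cortex replicate 3 against 27.1 to 37.6 in the other 3, and at 1.71 CPM in ret/ret thalamus replicate 4 against at most 0.266. With the block for the animal (pairing check 0.0938) the directions of these genes were the same, but Slc6a3 and Slitrk6 each had an adjusted p of 0.0647 in edgeR's quasi-likelihood test with Benjamini-Hochberg. The adjusted p ran over the alternatives from 0.0018 to 0.205 for Slc6a3 and from 7.1e-05 to 0.125 for Slitrk6. It also rose above 0.05 for Shox2 under limma-voom and for Igfn1 in 3 of the fits without 1 library, up to 0.0621 for each, over ranges from 4.0e-24 and 0.0005. The Trem2 log2 fold change between regions was 0.91 ± 0.33 (SE), with an adjusted p of 0.117 in edgeR's quasi-likelihood test with Benjamini-Hochberg and a range of 0.0574 to 0.291 over the alternatives.

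The same comparison in ret/wt animals gave the background of regional differences. Of 14442 genes tested, 1813 had an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg, 785 higher and 1028 lower in thalamus. With a block for the animal there were 1487 (619 higher, 868 lower), of which 1357 were shared, and the pairing check gave 0.0430. The groups did not overlap in 2888 genes (19.997%), where chance gives 2.86%. The split by region gave 1813 genes, and the largest number in any of the other splits of the 8 libraries was 1. The threshold of 0.01 moved the count most, to 784 genes. The rule named Shox2 (at least 283-fold higher), Slitrk6, Tcf7l2, Dgkk and Sfrp5 as higher in thalamus, with log2 fold changes of 6.27 ± 0.84 for Slitrk6, 5.16 ± 0.34 for Tcf7l2, 4.91 ± 0.80 for Dgkk and 4.65 ± 0.45 for Sfrp5 (SE). Replicate 4 of ret/wt cortex held 3.64 CPM of Dgkk against 0.292 to 0.351 in the other 3, and replicate 3 of ret/wt thalamus 11.2 CPM of Sfrp5 against 20.7 to 21.9. The genes it named as lower included Fezf2 (-6.16 ± 0.68), Gm11549 (-6.11 ± 0.83), Igfn1 (-5.82 ± 0.39) and Tbr1 (-5.78 ± 0.66), with log2 fold changes and SE in brackets. With the block (pairing check 0.0430) these genes kept their direction and an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg. Trem2 did not differ between regions in ret/wt, at 7.82 ± 2.33 CPM in thalamus (SD, n = 4) and 7.85 ± 2.60 CPM in cortex (SD, n = 4).

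Of the 1398 genes of the ret/ret comparison, 1372 were tested in ret/wt. The calls of both genotypes shared 983 genes, all 983 with the same direction. The log2 fold changes of region in the 2 genotypes had a Pearson r of 0.846 across 14295 genes, where genes are not independent replicates. Adjusted over the list genes alone by Benjamini-Hochberg, 49 of 215 list genes passed edgeR's quasi-likelihood test in ret/ret and 56 of 205 in ret/wt, against 35 and 49 when adjusted over all genes. The pairing check was 0.0938 in ret/ret and 0.0430 in ret/wt, and with the animal block 1177 and 1487 genes passed.

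The interaction asked whether the genotype difference was the same in both regions. Of 15286 genes tested, 0 had an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg, and 245 had an unadjusted p under 0.05 against 764 expected by chance. The main fit had no term for the animal, although each animal gave a library of both regions. With a term for the animal, as a block or as a random effect in limma-voom, the test also gave 0 genes. DESeq2 moved the count most, to 4 genes. Of the 224 list genes, 2 had an adjusted p under 0.05 when adjusted over the list genes alone and 0 over all genes. These were Lpl at 2.86 ± 0.53 (SE) and Cst7 at 7.31 ± 1.48 (SE) on the log2 scale. Their adjusted p-values over the list genes were 0.0126 and 0.0168 in edgeR's quasi-likelihood test with Benjamini-Hochberg. Cst7 had at most 2 counts in any ret/wt thalamus library, 6 in ret/wt cortex and 7 in ret/ret cortex, so the size of its interaction is uncertain. Lpl was higher in ret/ret thalamus and lower in ret/ret cortex, where its log2 fold change was -1.20 ± 0.44 (SE) and the groups overlapped. In ret/ret cortex, replicate 2, the library with the highest cerebellum score, held 4.62 CPM of Lpl against 12.8 to 21.9 in the others. The Lpl mean was 31.1 CPM in ret/wt cortex and 3.05 CPM in ret/wt thalamus, so its interaction need not come from microglia. In limma's camera, 8 of 20 lists had an adjusted p under 0.05 for the interaction, and fry gave 0. Of the 35 splits, 2 gave at least 8 lists. In the two-sided exact permutation test of each animal's thalamus minus cortex score, 1 of 20 lists reached 0.0286. The disease-associated microglia score was higher in thalamus than in cortex by 0.99 ± 0.04 in ret/ret (SD, n = 4) and by 0.15 ± 0.16 in ret/wt (SD, n = 4), and its exact p after Benjamini-Hochberg adjustment was 0.571.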

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

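For the values far from their group, the tests of library depth and of the microglia score of 1 library were chosen before their results were seen, as were the tests of the choroid plexus genes without 1 animal and of the microglia interaction without genes near the floor. The tests of the number of far values, of neighbouring tissue, of variation between animals and of other splits of the libraries were chosen only after the result was seen.

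In 12 of 130 groups of 4 values, 1 library lay far from the other 3, measured as its gap to the nearest value over the range of the group. Chance gives about 6 of 130. The binomial probability of as many was 0.0302, but the 130 groups share libraries and genes, so that probability does not settle whether there are more than chance gives. Of the 12 far values, 7 were in the library with the highest or lowest total of its group, and depth alone did not account for them.

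The far values of region markers were 0.982 for Dgkk in ret/wt cortex replicate 4, 0.884 for Sfrp5 in ret/wt thalamus replicate 3 and 0.850 for Slc6a3 in ret/ret cortex replicate 1. They were 0.845 for Sfrp5 in ret/ret cortex replicate 1, 0.831 for Gm11549 in ret/ret cortex replicate 3, 0.953 for Slitrk6 in ret/ret thalamus replicate 2 and 0.845 for Gm11549 in ret/ret thalamus replicate 4. Tissue from a neighbouring region in the dissected piece could produce such values. In 3 of these 7 cases the library was also extreme on the same side in the list of neurons of the other or its own region, so neighbouring tissue can be neither set aside nor taken as the cause. Slc6a3 is a gene of the hypothalamus, midbrain or habenula list, but its case was scored on the thalamus neuron list. That case therefore did not test tissue from those regions. No biological explanation was tested, since the design puts each of these libraries in a group with the other 3.

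Rgs5 in ret/wt cortex replicate 3 had a gap of 0.869 of the range. The complement list in ret/ret cortex replicate 1 had 0.872 and the endothelial activation list in ret/ret thalamus replicate 1 had 0.868. The same ret/ret thalamus library was far from the others in Trem2 (0.832) and Itgax (0.838). If that library held more microglia, its homeostatic microglia score would be far from the others too. That gap was 0.666 of the range, inside the limit, but a test on 4 values has little power and the library had the highest homeostatic score of its group (5.16 against 4.88 to 4.97). That rise in the homeostatic score, on the log2 scale, was smaller than the rise in Trem2, at 26.0 CPM against 11.4 to 13.9, and in Itgax, at 8.37 CPM against 1.26 to 2.41. A larger number of microglia with the same expression per cell would move all of them alike. These values come from 1 library, so they do not decide how much of them more microglia would account for. For Rgs5 and the 2 lists the explanations tested were depth and chance number, with the values above.

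The interaction of genotype and region set apart 2 genes and 8 lists. Lpl had an interaction of 2.86 on the log2 scale and Cst7 one of 7.31, and neither passed adjustment over all genes in edgeR's quasi-likelihood test. In a two-sided exact permutation test of each animal's thalamus minus cortex log2 CPM, both had a p of 0.0286, the smallest 4 against 4 animals can give. These genes were singled out by the interaction they were then tested for, so this exact test adds little. Cst7 had few counts outside ret/ret thalamus, so the size of its interaction is uncertain.

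The lists had a median interaction of 0.46 for homeostatic microglia, 0.34 for disease-associated microglia, 0.26 for pericyte, -0.37 for endothelial activation, -0.50 for interferon response, -0.81 for thalamus neuron, 0.48 for cortex neuron and 1.37 for choroid plexus genes. In exact permutation tests of the animals' scores, the p was 0.143 for homeostatic microglia, 0.0286 for disease-associated microglia, 0.457 for pericyte, 0.114 for endothelial activation, 0.457 for interferon response, 0.4 for thalamus neuron, 0.371 for cortex neuron and 0.171 for choroid plexus genes. Variation between animals could therefore account for 7 of the 8. The disease-associated microglia score differed between regions by more in each of the 4 ret/ret animals than in any ret/wt animal, also without Cst7 and Itgax, which were near the floor (exact permutation p of 0.0286), but the exact p over 20 lists was 0.571 after Benjamini-Hochberg adjustment. The choroid plexus median fell to 0.247 without ret/wt replicate 4, so most of that signal came from 1 animal.

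The number of genes and lists was set against other splits of the same libraries. In thalamus, all 35 splits gave at least as many genes as the genotype split, which gave 0 with 581 at an unadjusted p under 0.05, and 22 of 35 gave as many lists. In cortex 1 of 35 gave as many genes and 3 of 35 as many lists. For the region comparisons 1 of 35 did in each genotype, which was the real split. For the interaction all 35 gave at least 0 genes (245 at an unadjusted p under 0.05) and 2 of 35 gave as many lists. The other splits part different numbers of same-numbered libraries. Among the 8 splits that part as many as the real one, which cannot give a share under 0.05, as many genes came from 8 in thalamus, 1 in cortex, 1 in each region comparison and 8 in the interaction. As many lists came from 6, 3 and 1 of these 8 in thalamus, cortex and interaction. The number of lists in thalamus was common among arbitrary groupings, and in cortex and in the interaction the share of all splits was above 0.05. In the interaction, the largest number in another split of the 8 was 5.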

How the results depend on the processing

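The Y-linked covariate, the removal of mitochondrial genes, the legacy=FALSE form of the quasi-likelihood fit, the likelihood-ratio test and the covariate for thalamus neuron genes were chosen after seeing the data. The counts of the default and of the legacy=FALSE fit were both known before the default was kept, because the design named no other form, and all the other results had also been computed with legacy=FALSE before that. With legacy=FALSE, 4 genes passed in cortex, and 1593 in ret/ret and 1902 in ret/wt between regions. The cause was not tested for any change below unless a value is given for it.

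In thalamus, the 0 genes between genotypes (581 at an unadjusted p under 0.05) became 38 with DESeq2 (32 higher, 6 lower), 3 in one model of all 4 groups, 1 with legacy=FALSE and 24 with the likelihood-ratio test, and stayed at 0 under the other alternatives run. The 6 lists became 1 with fry. Leaving out 1 library gave 0 to 0 genes and 6 to 8 lists. The reactive astrocyte list had an adjusted p under 0.05 in 10 of 14 alternatives and the interferon response list in 12. The homeostatic microglia list did in 14, and the disease-associated microglia, complement and pericyte lists in 13 each.

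In cortex, the 3 genes between genotypes became 0 at a threshold of 0.01, 39 with DESeq2, 1 after down-sampling to the smallest library, 0 with the block for the replicate number (538 at an unadjusted p under 0.05 without it), 7 in one model of all 4 groups and 31 with the likelihood-ratio test. The 9 lists became 2 with fry. Leaving out 1 library gave 0 to 2 genes and 8 to 11 lists. Fewer of the 3 passed when the other libraries were cut to the depth of the smallest, 13415391 counts.

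The replicate numbers of the 2 genotypes belong to different animals, and the pairing check gave -0.036 in thalamus, 0.013 in cortex and -0.054 for the interaction. The block gave 0 genes in thalamus, 0 in cortex and 0 in the interaction, and 6, 9 and 9 lists. As a random effect in limma-voom it gave 0 genes in the interaction. In thalamus and in cortex the block pairs unrelated animals, so the lost calls do not measure the size of the effect. In the interaction the block and the random effect were the animal itself, so these 0 genes come from tests paired by animal.

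Between regions in ret/ret, the 1398 genes became 361 at a threshold of 0.01, 2591 with DESeq2 and 2125 with the likelihood-ratio test, and 627 to 2007 when 1 library was left out. In ret/wt the 1813 became 784 at 0.01, and 1178 to 1797 when 1 library was left out. The share of higher genes moved with the scaling. In ret/ret it went from 603 higher and 795 lower to 819 and 662 with upper-quartile scaling, which moved the median of all genes from -0.018 to 0.102. In ret/wt it went from 785 and 1028 to 977 and 844 with library size alone (median 0.127) and to 988 and 877 with upper-quartile scaling (0.132), from a median of 0.028.

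For the interaction, the 0 genes (245 at an unadjusted p under 0.05) became 4 with DESeq2 and 2 with the likelihood-ratio test. The 8 lists became 0 with fry and 4 with an inter-gene correlation of 0.05. Leaving out 1 animal gave 0 to 0 genes and 3 to 8 lists.

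The Trem2 difference between genotypes in cortex was -0.0602 without ret/wt replicate 3 and -0.0027 without ret/ret replicate 1, within a range of -0.06 to 0.33 over the fits without 1 library. The Trem2 difference between regions in ret/wt was 0.0857 with library size alone, 0.103 with upper-quartile scaling, 0.0404 with limma-voom, 0.0344 after down-sampling, 0.0160 with the animal block and 0.0013 with legacy=FALSE. Leaving out 1 library gave -0.23 to 0.21, with 0.0395, 0.210, 0.107 and 0.0393 in the fits that changed its sign. The interaction of the endothelial activation list, reported as -0.37, was 0.128 without ret/wt replicate 4, within -0.68 to 0.13 over the fits without 1 animal.

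Over all 43 gene results and 997 values under alternatives, 914 kept their direction and side of the threshold, 39 lost and 32 gained an adjusted p under 0.05 and 12 changed direction. Over 23 list results and 322 values, 260 were unchanged, 61 lost and 0 gained it, and 1 changed direction.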

Other observations

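For the microglia lists, the tests of scaling, of GC content and length, of the covariate for thalamus neuron genes and of a change of state were chosen before their results were seen. So were the tests of sex chromosome, thalamus neuron and cerebellum genes on the second principal component, and of near-identical histone copies. All the other tests in this part were chosen only after the result was seen.

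The microglia scores were higher in ret/ret than in ret/wt thalamus in all 4 against all 4 libraries, with a reported median log2 fold change of 0.634 for the disease-associated and 0.66 for the homeostatic list. Below, the median is that of the disease-associated list. Total counts did not differ between the groups in an exact permutation test (p of 0.114). The median was 0.607 with library size alone and 0.603 with a covariate for thalamus neuron genes, which stands for the share of thalamus in the piece. It was above the medians of 100% of 10000 random lists matched on GC content and length. The scores of border macrophage (exact permutation p of 0.571) and blood genes (0.686) did not differ between genotypes. The median was 0.729 with the Y-linked covariate and 0.492 without ret/ret thalamus replicate 1. If microglia were more numerous with no change of state, genes read from microglia alone would rise alike in both lists. Whether the genes of either list are read from microglia alone was not tested. The comparison of the lists therefore cannot decide between more microglia and a change of state. The disease-associated minus the homeostatic score was 0.39 ± 0.31 in ret/ret and -0.02 ± 0.03 in ret/wt (SD, n = 4 each), with an exact permutation p of 0.0286, the smallest possible. Most of that difference came from Cst7 and Itgax, the 2 list genes near the floor in ret/wt. Without them the difference was 0.73 ± 0.25 and 0.69 ± 0.07 (SD, n = 4 each), with an exact permutation p of 0.83. These genes also rose most, at least 27.8-fold and 17.7-fold in the ret/ret mean, so losing the difference without them is partly built in and does not decide the matter. The difference of the list medians, which leaves no gene out, ran the other way, at 0.52 ± 0.21 in ret/ret and 0.86 ± 0.52 in ret/wt (SD, n = 4 each), with an exact permutation p of 0.257. The disease-associated score itself still differed between genotypes without these 2 genes (exact permutation p of 0.0286). A shift of state across the list was not shown, and one limited to single genes was not ruled out. A hypothesis is that ret/ret thalamus pieces may have held more microglia RNA. The pieces were chosen for their calcifications in ret/ret alone, and the data hold no ret/ret thalamus without them, so the genotype, the calcification and the dissection cannot be told apart. The list scores did not pass adjustment over 20 lists, at 0.286.

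The second principal component, with 10.8% of the variance, set apart the 4 libraries of the 2 animals with Y-linked reads. Of its 100 genes with the largest loadings, 9% lay on X or Y, against 3.56% of all genes, so sex chromosome genes could account for only a part of it. Both libraries of a region lay together at one end of the 8 in 0 regions for mitochondrial share and 0 for library depth, though 1 of the 4 libraries had the highest or lowest share and 1 the highest or lowest total of its region. Of the 100 genes, 2 were thalamus neuron genes. Cerebellum genes were written as a list after the top loadings had been seen, without any of those genes. Of the 4 libraries, 2 were among the 2 with the highest cerebellum score of their region. Those 2 were the cortex libraries ret/wt replicate 3 (3.65) and ret/ret replicate 2 (5.42), against 0.25 to 1.33 in the other cortex libraries. Cerebellar tissue may have been in these 2 cortex pieces, but it does not account for the 2 thalamus libraries. Pseudogenes made up 16% of the 100 genes and 2.61% of all tested genes, and reads assigned to processed pseudogenes, which could differ with the genetic background of an animal, remain as an explanation. No biological explanation was tested beyond the sex chromosomes.

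Replication-dependent histone genes, most of whose transcripts lack a polyA tail, summed to 198 ± 79.4 CPM in ret/ret and 99.7 ± 31.3 CPM in ret/wt thalamus, with an exact permutation p of 0.0571 (SD, n = 4 each). In cortex the sums were 145 ± 38.3 and 72.7 ± 15.4 CPM, with an exact permutation p of 0.0286. The thalamus difference cannot be told apart from variation between animals. Dividing cells would raise proliferation genes too. A difference of the proliferation score was not shown in thalamus (exact permutation p of 0.514) or in cortex (0.4). The median log2 fold change of the list was 0.33 in thalamus, with 5 of 9 genes higher in ret/ret. In cortex it was 0.34, with 5 of 7 genes higher. A test of 4 against 4 animals on genes this low (mean scores of -0.17 to 0.13) does not rule out dividing cells. Reads shared between near-identical copies could move between genes, but 17 of 18 genes (94.4%) were higher in ret/ret in each region, counted separately. How well polyA selection worked in each library was not measured, so a difference in selection or RNA quality was not ruled out.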
